A study of Mus musculus with 6 samples. Its data were reported in "HNF3α Targets Nckap1l and Promotes Renal Fibrosis Following Ischemia‐Reperfusion Injury" (2025).

How the data were processed

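RNA was sequenced from 6 cultures of TKPTS cells, 3 transfected with the HNF3α plasmid and 3 with the empty Flag plasmid. Groups and replicate numbers were taken from the sample labels. Per the labels, polyadenylated RNA was made into libraries with strand marking and adapters carrying unique molecular identifiers, and was read from both ends with 150 bases per read. A company carried out the sequencing and the bioinformatics. The aligner, the counting tool, the genome build, the annotation, the use of strand and any removal of duplicates are not stated.

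The authors deposited a table with an estimated count and an FPKM value (fragments per kilobase of transcript, scaled to the size of the library) for each gene and library. The estimated counts are whole numbers. In every library more genes sat at exactly 4 counts than at 3 or 5, for example 1148 genes at 4 counts against 680 at 3 and 378 at 5 in Hnf3a replicate 1. For this reason, 1 sequenced fragment was taken to be worth up to about 4 counts. The detection floor was set at 12 counts, about 3 fragments, or 0.169 to 0.198 CPM depending on the library. Floors cover counting error only. For genes with over 2000 counts in both libraries compared (6279 to 6548 genes), the ratio of the deposited FPKM to the count differed between libraries by 1 factor, within 0.237%. At low counts the ratio varied more. For example, Col1a2 had 4 counts in both pcDNA replicates 1 and 3, at 0.004 and 0.00266 FPKM. Gene coordinates were those of the table. Of 29514 genes shared with GENCODE vM21, 25765 had identical coordinates there, which identifies the build as GRCm38. Exon numbers and overlapping genes were taken from GENCODE vM21. Every column of values in the table belonged to a labelled sample.

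The test had first been written for FPKM, with a count test in its place if the table held counts. It did, so the count test was used. The estimated counts were whole numbers and needed no rounding. Genes were filtered with filterByExpr, libraries were scaled by TMM, and group differences were tested two-sided with edgeR 4.0.16 (estimateDisp, glmQLFit with robust = TRUE, glmQLFTest) in R 4.3.3, with no covariate. P-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. With 3 libraries against 3, an exact permutation test of a single gene cannot go below a p of 0.1, so p-values here come from the model across genes. The 10 most abundant genes took between 4.0% and 4.1% of the counts in every library. No 2 libraries had identical values, and no pair agreed within sampling noise.

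The main test, the alternatives named first below, the rule for naming genes and 5 gene lists were fixed before the data were examined. A truncated part of the study's supplementary data had been glimpsed before then, and nothing from it was used. The lists were the markers assayed as proteins in the study, the WAVE complex, epithelial-mesenchymal transition, interferon-stimulated genes and blood cell genes. They were tested with camera (inter-gene correlation 0.01) and fry from limma 3.58.1, and set p-values were adjusted over the 5 lists. Gene Ontology terms from the table were tested in the same way. The genes named were Foxa1, Nckap1l, the genes of the lists, and at most the 6 higher and the 6 lower genes with the smallest p among those past the threshold whose groups did not overlap. Lists of fibroblast, macrophage, red blood cell, brain, liver, lung, skeletal muscle, adipose, skin, bone, kidney tubule and sex chromosome genes were written after uneven collagen counts had been seen. A list of 39 targets of NF-κB was written after the most strongly lowered genes had been seen.

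The alternatives were other filters, the replicate number as a block, leaving out each library, limma with trend on log2(FPKM + 0.1) and with pseudocounts of 1 and 0.01, DESeq2 size factors, total-count scaling, the Wald test of DESeq2 1.42.0, and other thresholds. Counts divided by 4, the WAVE complex list without Nckap1l, and Gene Ontology terms without Foxa1 and Nckap1l were added after the data were seen. A fold change on the log2(FPKM + pseudocount) scale understates the change of low genes.

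The procedure was tested on simulated data. Among 17824 simulated genes, 200 were changed by 1 on the log2 scale. With 4 counts per fragment, edgeR recovered 128 of the 200 and made 4 false calls, limma recovered 127 with 3 false calls, and DESeq2 recovered 130 with 15 false calls, 10.3% of its calls. Camera called 0.5% of 200 unchanged sets and fry 8%, and both called 100% of 50 changed sets. The genes were simulated independently of each other, so these rates do not cover sets whose genes move together. In the changed sets a part of the genes rose by 1 on the log2 scale, so recovery of smaller changes was not tested.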

Results

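The data were RNA sequencing profiles of TKPTS cells, a line of mouse kidney proximal tubule cells. The cells had been transfected either with a pcDNA3.1 plasmid carrying Flag-tagged HNF3α (gene symbol Foxa1; the Hnf3a group, 3 libraries) or with the Flag plasmid without an insert (the pcDNA group, 3 libraries). HNF3α is a forkhead transcription factor. The total estimated count ranged from 60473818 (pcDNA replicate 1) to 71154667 (Hnf3a replicate 2). It was 64931731 and 65467048 in Hnf3a replicates 1 and 3, and 65808875 and 65346278 in pcDNA replicates 2 and 3. The table listed 29595 genes, of which 17824 passed the filter on low counts and were tested. Across these genes, Pearson's r of log2 CPM (counts scaled to library size) lay between 0.981 and 0.988 for every pair of libraries. The genes are not independent replicates, so these r values describe the libraries only.

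The first question was whether the plasmid raised its own gene. Foxa1 (ENSMUSG00000035451) lies on the minus strand of chromosome 12, from 57540628 to 57546916 in the GRCm38 build, and its longest annotated transcript has 2 exons. Its level was 304.6 ± 26.2 FPKM (SD, n = 3) in the Hnf3a group and 9.66 ± 0.259 FPKM (SD, n = 3) in the pcDNA group. The log2 fold change was 4.97 with a standard error of 0.067, and edgeR's quasi-likelihood test gave an adjusted p of 5.99e-10. This corresponds to a 31.3-fold difference, far larger than the spread between replicates. The alternative that moved it most was the limma fit on log2(FPKM + 1), in which the log2 fold change was 4.84. The table does not separate transcripts of the plasmid from those of the chromosomal gene, so the value covers both. The paralogues, whose sequences share stretches with the insert, did not differ detectably. Foxa2 had a log2 fold change of 0.056 with a standard error of 0.39 (edgeR adjusted p 0.98), and Foxa3 one of -0.27 with a standard error of 0.64 (edgeR adjusted p 0.922).

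The second question concerned Nckap1l (ENSMUSG00000022488), the gene that the study followed up, which codes for a subunit of the WAVE complex that regulates actin assembly. It lies on the plus strand of chromosome 15, from 103453794 to 103498801, and its longest annotated transcript has 30 exons. No other annotated gene overlaps it. The estimated counts of Nckap1l were 167, 255 and 239 in Hnf3a replicates 1, 2 and 3, and 9, 12 and 6 in pcDNA replicates 1, 2 and 3. In FPKM, it reached 0.49 ± 0.0916 (SD, n = 3) in the Hnf3a group and 0.0195 ± 0.00682 (SD, n = 3) in the pcDNA group. All 3 pcDNA libraries were at or under the detection floor of 12 counts, which is worth about 3 sequenced fragments. Measured against that floor, Nckap1l was at least 16.5-fold higher in the Hnf3a group. The fitted log2 fold change was 4.51 with a standard error of 0.29, and edgeR gave an adjusted p of 1.05e-06. The fitted value depends on how counts near the floor are treated, and it was 0.55 in the limma fit on log2(FPKM + 1), with an adjusted p of 0.0049. Over all alternatives in which the gene was tested, its adjusted p ranged from 1.69e-30 to 0.0049. Among the tested genes, Nckap1l stood at the 2.4th percentile of expression in the pcDNA group and at the 35.4th percentile in the Hnf3a group. By p-value its rank was 15. Of 18 macrophage genes, a list written after the data were seen, 8, 18 and 18 were above the floor in Hnf3a replicates 1, 2 and 3, and 9 in each pcDNA library.

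**Figure D1:**
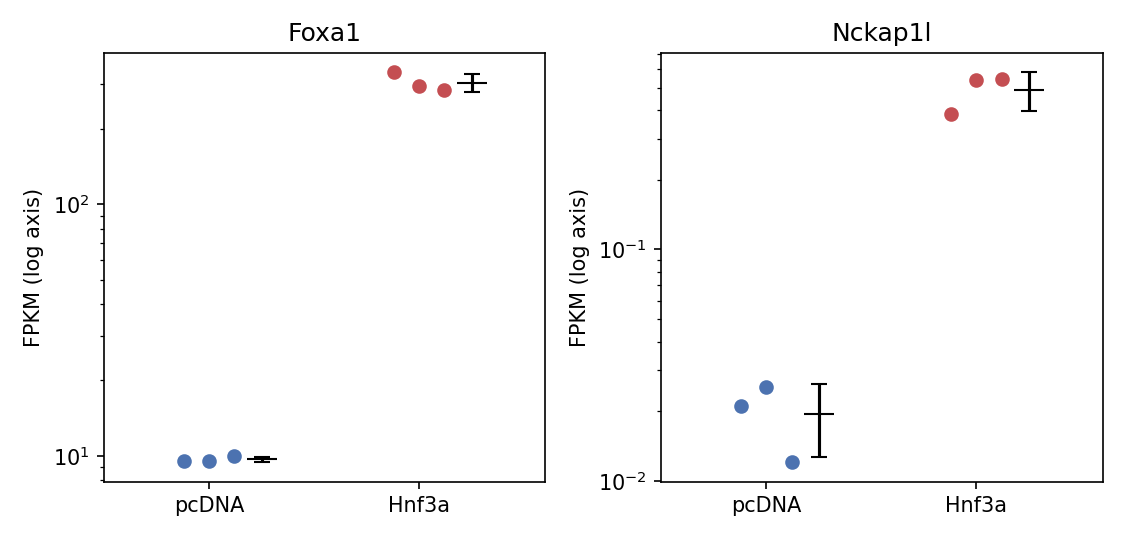
FPKM of Foxa1 (left) and Nckap1l (right) on a log axis, with a point for each of the 3 pcDNA and 3 Hnf3a libraries and the mean with its SD beside them. Each Hnf3a library lies above every pcDNA library for both genes, and the Nckap1l values of the pcDNA libraries are all at or under the floor of 12 counts.

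The genome-wide comparison asked which genes differed between the Hnf3a and pcDNA groups. At an adjusted p under 0.05, 565 of 17824 genes differed, 186 of them higher and 379 lower in the Hnf3a group, so that 67.1% of the differing genes were lower. Most changes were small. The median size of the log2 fold change was 0.36 among the higher genes and 0.33 among the lower genes. The groups did not overlap for any of the 565 genes. Over all tested genes the groups did not overlap for 19.1%, where chance gives 10%. An absolute log2 fold change of at least 1 was reached by 79 of the 565 genes, 44 higher and 35 lower. Of the 186 higher genes, 28 had every pcDNA library at or under the floor, and of the 379 lower genes, 4 had every Hnf3a library there. The count moved with the libraries used. As counted without 1 library at a time, it was 643 without Hnf3a replicate 1, 263 without Hnf3a replicate 2 and 487 without Hnf3a replicate 3. It was 286 without pcDNA replicate 1, 267 without pcDNA replicate 2 and 349 without pcDNA replicate 3. Across these 6 fits the higher genes numbered 64 to 253 and the lower genes 199 to 390. Under total-count scaling 574 genes differed, of which 59.9% were lower. The limma fit on log2(FPKM + 0.1) found 236 genes, of which 229 were among the 565.

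**Figure D2:**
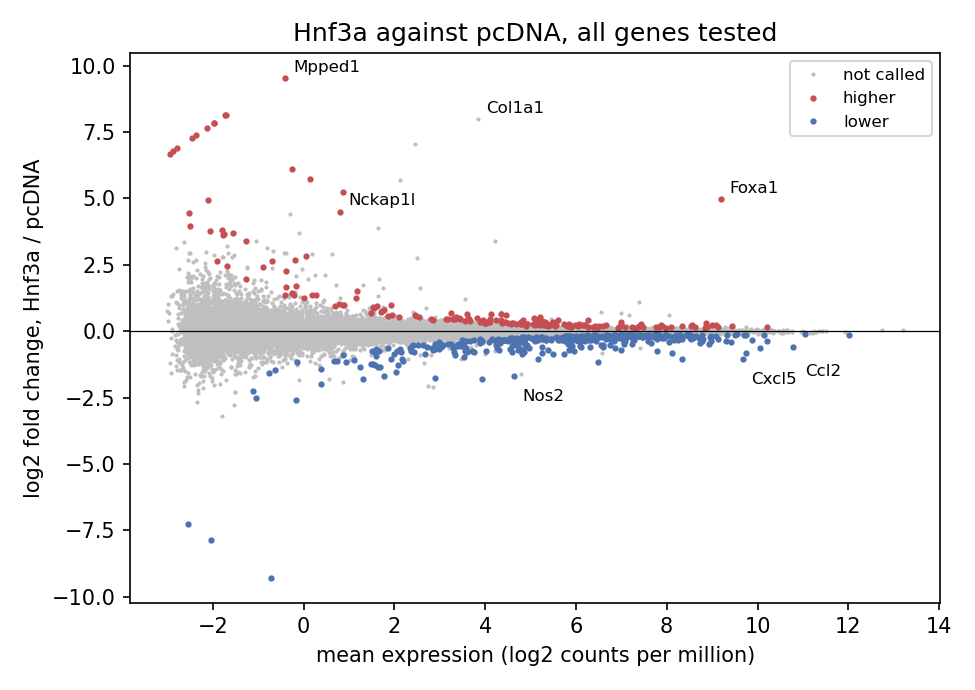
Fitted log2 fold change of Hnf3a over pcDNA against mean expression in log2 CPM, with a point for each of the 17824 genes tested. Red points are the 186 higher genes and blue points the 379 lower genes at an adjusted p under 0.05, and points far from 0 at low expression include genes at the detection floor in 1 group, whose fitted values are not bounds.

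By the rule for naming genes, the 6 higher genes with the smallest p were Foxa1, Nckap1l, Mpped1, Scel, Fgf1 and Ank. Mpped1 (ENSMUSG00000041708, chromosome 15) had 68, 131 and 89 counts in Hnf3a replicates 1, 2 and 3 and 0 counts in each pcDNA library, and was at least 7.14-fold higher. Scel (ENSMUSG00000022123, chromosome 14) had a log2 fold change of 0.54 with a standard error of 0.054. Fgf1 (ENSMUSG00000036585, chromosome 18) and Ank (ENSMUSG00000022265, chromosome 15) had log2 fold changes of 0.60 and 0.41. The edgeR adjusted p of Mpped1, Scel, Fgf1 and Ank lay between 2.03e-05 and 6.37e-05, and each was higher in 3 of 3 Hnf3a libraries than in any pcDNA library. Other annotated genes overlap Fgf1 and Ank, and whether counting used the strand is not stated, so part of their counts is uncertain.

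The 6 lower genes with the smallest p were Cxcl5, Csf3, Cfb, Nos2, Lcn2 and Mab21l3. Cxcl5 (ENSMUSG00000029371; chromosome 5, 90759360 to 90761624) was at 256.4 ± 6.38 FPKM (SD, n = 3) in the Hnf3a group and 531.8 ± 17.7 FPKM (SD, n = 3) in the pcDNA group. Its log2 fold change was -1.06 with a standard error of 0.032, and edgeR gave an adjusted p of 5.99e-10. Nos2 (ENSMUSG00000020826; chromosome 11, 78920787 to 78960254) was at 2.38 ± 0.192 FPKM (SD, n = 3) against 7.63 ± 0.195 FPKM (SD, n = 3), a log2 fold change of -1.69. The log2 fold changes of Csf3, Cfb, Lcn2 and Mab21l3 were -1.04, -1.18, -0.83 and -1.06. The edgeR adjusted p of the 6 genes was at most 2.91e-08. Each of the 6 genes was lower in 3 of 3 Hnf3a libraries than in any pcDNA library, and each kept an adjusted p under 0.05 in the 16 alternative fits. Annotated genes overlap Cfb on the same strand.

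The next comparison asked whether transcripts of the fibrosis and inflammation markers that the study assayed as proteins moved in these cells. No TGF-β1 treatment is given in the labels of these libraries. The study measured most of these markers in mouse kidney tissue. There, the proteins of Tnf, Il1b, Il6 and Ccl2 rose with HNF3α overexpression after ischemia-reperfusion injury. Of these markers, it measured fibronectin and collagen I in TKPTS cells, with TGF-β1. The RNA values here come from another setting and are no test of those protein results. Of the 11 genes, 8 were tested, and 2 had an adjusted p under 0.05 over all genes, Ccl2 and Il6, both lower in the Hnf3a group. Adjusted over the list alone, the count was also 2. Ccl2 (ENSMUSG00000035385, chromosome 11) was at 1107 ± 55.2 FPKM (SD, n = 3) in the Hnf3a group and 1655 ± 78.3 FPKM (SD, n = 3) in the pcDNA group, a log2 fold change of -0.59 with an edgeR adjusted p of 5.07e-06. Il6 (ENSMUSG00000025746, chromosome 5) had a log2 fold change of -0.73 and an edgeR adjusted p of 0.00914, and its adjusted p ranged from 2.33e-06 to 0.0995 over the alternatives, past the threshold in all but the 3 limma fits. Fn1 (log2 fold change 0.11, edgeR adjusted p 0.747), Tnf and Il1b did not differ beyond the spread between replicates. Nor did Mrc1, with 11, 57 and 28 counts in Hnf3a replicates 1, 2 and 3 against 16, 3 and 13 in pcDNA replicates 1, 2 and 3 (log2 fold change 1.45, edgeR adjusted p 0.363). Without Hnf3a replicate 3 the Fn1 adjusted p was 0.0048, with a log2 fold change of 0.21, and over the alternatives it ranged up to 0.942. Col1a1 had 33, 2694 and 3099 counts in Hnf3a replicates 1, 2 and 3 and 0, 16 and 5 counts in pcDNA replicates 1, 2 and 3. Col1a2 had 32, 815 and 878 counts in the Hnf3a libraries and 4, 23 and 4 in the pcDNA libraries. With this spread among Hnf3a replicates, the adjusted p was 0.273 for Col1a1 and 0.272 for Col1a2. Without Hnf3a replicate 1 the adjusted p was 0.00314 and 0.00215, and over the alternatives it ranged from 2.27e-06 to 0.562 for Col1a1 and from 0.00092 to 0.562 for Col1a2. Acta2, Adgre1 and Cd86 did not pass the filter. Acta2 had 8, 92 and 96 counts against 4, 7 and 0. As a list, the median log2 fold change was 0.077, while camera, a competitive gene set test, leaned downward with an adjusted p of 0.0975 over the 5 lists. The list depended on single libraries. Without Hnf3a replicate 1 the median was 1.02 and camera pointed upward (unadjusted p 0.01), and without Hnf3a replicate 2 the median was -0.041 with a downward unadjusted camera p of 0.02. The median was also over 0.5 without any of pcDNA replicates 1, 2 or 3 (1.01, 0.55 and 0.88).

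**Figure D3:**
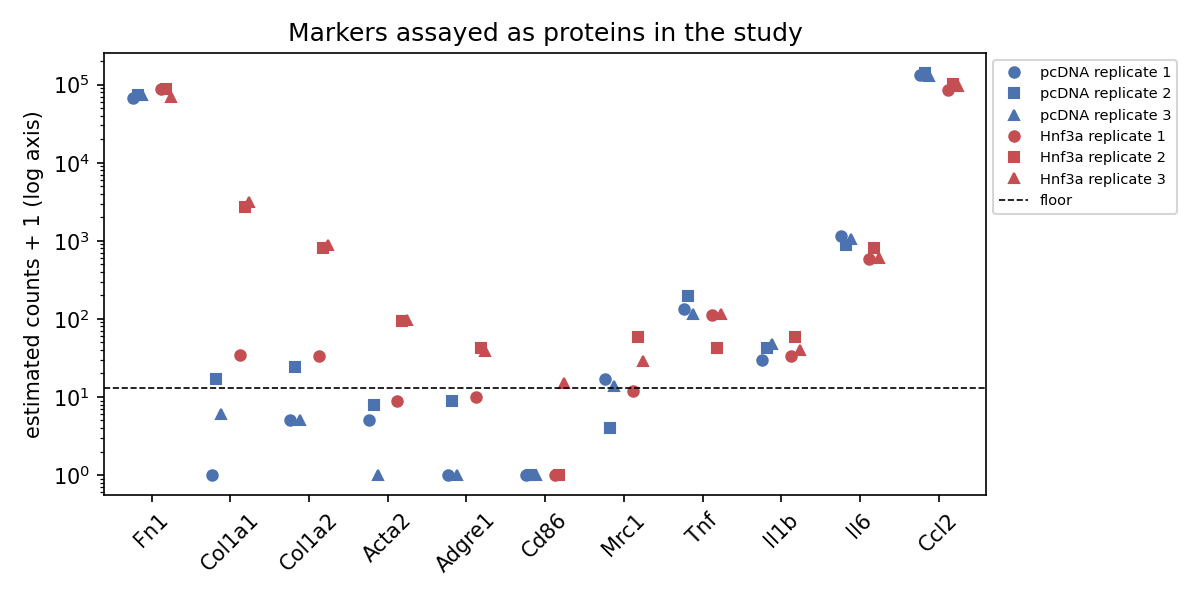
Estimated counts plus 1, on a log axis, of the 11 marker genes in each of the 6 libraries, with the dashed line at the floor of 12 counts. Ccl2 is lower in each Hnf3a library than in every pcDNA library, and Col1a1 is at 33 counts in Hnf3a replicate 1 but at 2694 and 3099 in replicates 2 and 3.

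The WAVE complex list held 11 genes, 10 of them tested. Camera placed the list higher in the Hnf3a group (adjusted p 0.0014), and fry, a self-contained set test, did as well (adjusted p 0.00374), but the median log2 fold change was 0.036. The median was 0.068 without pcDNA replicate 2 and 0.058 without pcDNA replicate 3. The call rested on Nckap1l, a gene that the study picked from these libraries. Without it, the remaining 9 genes had a median of 0.013, an unadjusted camera p of 0.248 and a fry p of 0.0825. Over all genes tested, 1 gene of the list differed, and adjusted over the list alone 2 did, Nckap1l and Cyfip2, which is not independent evidence for Nckap1l. Nckap1, the paralogue of Nckap1l, had a log2 fold change of 0.060 with an edgeR adjusted p of 0.483.

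The epithelial-mesenchymal transition list had 19 tested genes with a median log2 fold change of 0.065 and was not called by camera (adjusted p 0.12) or fry (adjusted p 0.0879). The list mixes epithelial genes such as Cdh1 and Epcam with mesenchymal genes such as Vim and Zeb2. A transition would move these in opposite directions, so a median or a directional set test cannot decide whether it took place. Its median was 0.034 without Hnf3a replicate 1, and the unadjusted camera p was under 0.05 without that library (p 0.0365) and without Hnf3a replicate 3 (p 0.0163). Over all genes 3 differed. Krt18 and Cdh2 were higher and Tjp1 lower, with log2 fold changes of 0.20, 0.26 and -0.14. Krt18 stayed past the threshold in all 16 alternative fits, while Cdh2 lost it in 8 and Tjp1 in 7. Adjusted over the list alone 4 did. The interferon-stimulated list had 24 tested genes, 19 of them lower, with a median log2 fold change of -0.051. It was called lower by camera (adjusted p 0.0014) and by fry (adjusted p 0.00115). Over all genes 6 differed, 5 lower and 1 higher, and adjusted over the list alone 12 did, 11 lower and 1 higher. The 5 were Ccl5, Ifit2, Mx1, Usp18 and Cxcl10, with log2 fold changes from -0.37 (Ccl5) to -0.11 (Cxcl10), and the higher gene was Ifi27l2a, at 1.04. Of these 6 genes, Ccl5 stayed past the threshold in all 16 alternative fits, while Mx1 lost it in 13, Cxcl10 in 8, Ifit2 in 7, and Usp18 and Ifi27l2a in 4 each. The blood cell list had 14 tested genes and a median of 0.27, and neither camera (adjusted p 0.127) nor fry (adjusted p 0.443) called it. Of its genes, 0 differed over all genes, 0 adjusted over the list alone, and 3 at an unadjusted p under 0.05. It depended on single libraries. The median was 0.69 without Hnf3a replicate 1 (unadjusted camera p 3.07e-06) and 0.51 without pcDNA replicate 1 (unadjusted camera p 0.0165). Without Hnf3a replicate 3 it was 0.18, and without pcDNA replicates 2 and 3 it was 0.45 and 0.55. The WAVE complex list had 1 tested gene at the floor in the pcDNA group, and its median was 0.036 with that gene at its bound too.

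**Figure D4:**
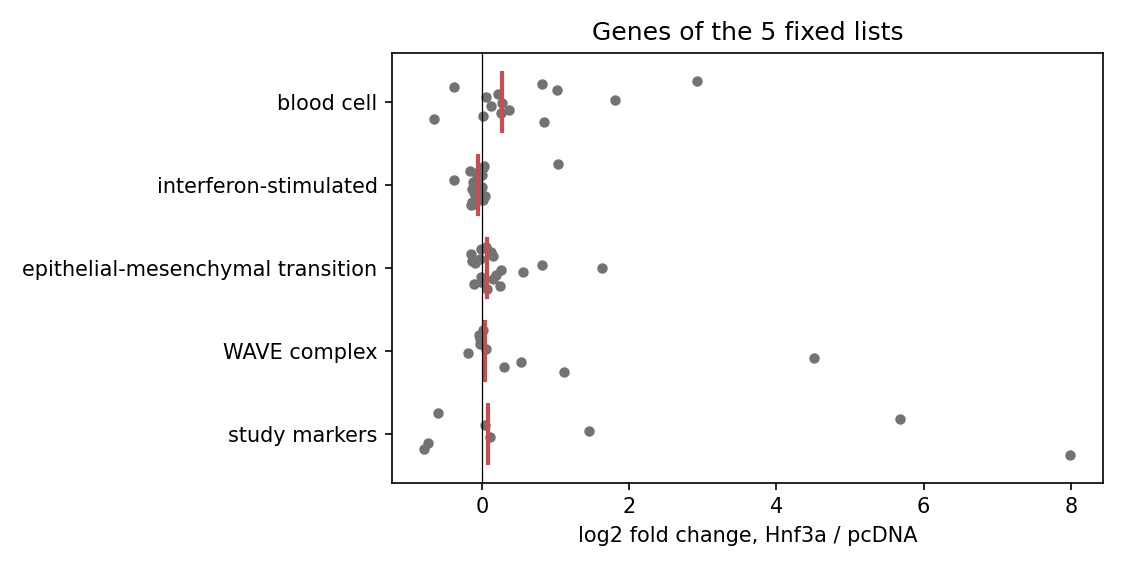
Fitted log2 fold change of Hnf3a over pcDNA for each tested gene of the 5 lists, with a red line at each list's median. The medians lie between -0.051 for the interferon-stimulated list and 0.27 for the blood cell list, and the WAVE complex point at 4.51 is Nckap1l.

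Gene Ontology terms with 10 to 500 tested genes were compared without a prior list. Camera called 161 of 3415 terms at an adjusted p under 0.05, 128 lower and 33 higher in the Hnf3a group, and fry called 114 of the 161 in the same direction. Of the 33 higher terms, 15 contained Foxa1 itself. With Foxa1 and Nckap1l taken out of the terms, 139 terms were called, 126 lower and 13 higher. The lower terms included chemokine activity (24 genes, median log2 fold change -0.29, camera adjusted p 4.91e-25, fry adjusted p 0.0242). They also included acute-phase response (25 genes, median -0.62, camera adjusted p 8.84e-12) and inflammatory response (209 genes, median -0.047, camera adjusted p 8.07e-13). In the last of these, 120 genes were lower and 38 had an adjusted p under 0.05.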

Values the study reported

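The study reported that, in this RNA sequencing comparison, 91 genes rose and 41 genes fell when HNF3α was overexpressed. Among the genes bound by HNF3α in CUT&Tag, it counted 31 that rose and 12 that fell, with Nckap1l among those that rose.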

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

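Foxa1 and Nckap1l kept their direction and stayed past the threshold under every alternative in which they were tested. With the stricter filter of at least 1 FPKM in at least 3 libraries Nckap1l was left out, since its FPKM is under 1 in all libraries, and that alternative gave no value for it. The Foxa1 log2 fold change lay between 4.84 and 5.02.

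The number of genes past the threshold depended on the tool and threshold. It was 565 as reported, and fell to 236 (57 higher, 179 lower), 231 (53 higher, 178 lower) and 245 (65 higher, 180 lower) in the limma fits on log2(FPKM + 0.1), log2(FPKM + 1) and log2(FPKM + 0.01). The DESeq2 Wald test called 819 genes, 327 higher and 492 lower. In edgeR with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the number was 292, of which 95 were lower and 197 higher. An adjusted p under 0.05 with the same fold change left 79, with 44 higher and 35 lower. The fall to 79 follows from the construction of the threshold. The change to 292 does not follow from it alone, since that threshold drops the adjustment and only 79 of its 292 genes were among the 565. The cause of the other changes was not tested. Across the 6 fits that each left out 1 library, the count ran from 263 to 643, the higher genes from 64 to 253 and the lower genes from 199 to 390. Fewer libraries were fitted in each, and without Hnf3a replicate 1 the count rose. Gene Ontology terms stayed within 1.5 times the reported number, with 115 to 201 across those 6 fits, 230 under fry and 139 without Foxa1 and Nckap1l.

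The labels number the replicates 1 to 3 in both groups. The correlation of deviations from the group means was -0.041, -0.010 and 0.01 for the 3 same-numbered pairs, so the numbers do not pair the libraries. With the replicate block, 463 genes differed, 138 higher and 325 lower, of which 436 were among the 565. The block turned the marker list upward in camera (median log2 fold change 0.068, p 5.63e-05). It changed the call of no other list. Among Foxa1, Nckap1l and the 27 other genes followed under the alternatives, only Col1a1 and Mx1 changed sides of the threshold.

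The marker list was the least stable result. Its median was 1.45 with all genes that had at least 1 count, where camera turned upward but made no call (p 0.464). It was -0.58 with the stricter filter (camera p 8.57e-07, downward). With counts divided by 4, an alternative chosen after seeing the data, it was -0.66 (p 2.42e-07, downward). The stricter filter tests fewer genes and so leaves out the low collagen genes. With counts divided by 4, Col1a1, Col1a2, Mrc1 and Il1b were left out, so that median rests on Tnf, Il6, Fn1 and Ccl2. Total-count scaling and the DESeq2 Wald test brought its camera p to 0.0482 and 0.0344 (medians 0.089 and 0.079). Leaving out 1 library at a time gave medians from -0.041 to 1.02. The WAVE complex and epithelial-mesenchymal transition lists had medians of -0.018 and -0.0077 with the stricter filter. The WAVE complex list, there without Nckap1l, lost its call (camera p 0.79, against 0.000529 in the main fit). Without Nckap1l, which was left out after the list had been called, the WAVE complex list had a median of 0.013 and was not called. The blood cell list had a camera p of 0.0384, pointing upward, with all genes that had at least 1 count (median 0.33). The camera p-values given here are not adjusted over the 5 lists. Leaving out 1 library at a time gave medians from 0.18 to 0.69 for the blood cell list from 0.034 to 0.081 for the epithelial-mesenchymal transition list, and from 0.028 to 0.068 for the WAVE complex list. The cause of these changes was not tested. The interferon-stimulated list kept its direction, with an unadjusted p of at most 0.00695 under the alternatives.

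Of 27 other named genes, 15 kept their direction and side of the threshold under the alternatives in which they were tested (Mpped1, Tnf and Mrc1 did not pass the stricter filter, and Mrc1 was not tested with counts divided by 4), 8 lost significance under some alternative, 3 gained it and 1 reversed. The reversal was Il1b, a gene with 29 to 58 counts per library, whose log2 fold change was -0.18 without Hnf3a replicate 2 and -0.11 without pcDNA replicate 1, and ran from -0.18 to 0.19 across the fits that each left out 1 library. In the main fit its log2 fold change was 0.040 with a standard error of 0.34, so its direction was not settled there either. Depth may limit such genes, since 1 fragment was taken to be worth up to about 4 counts, but the cause of the reversal was not tested.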

Other observations

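The tests in this part were chosen after the results were seen, except the splits of the libraries, the correction for GC content and transcript length, and the thinning of libraries. With 3 libraries against 3 there are 10 splits, so no share can fall under 0.1. Only the real split, 1 of the 10, gave as many differing genes, and 1 of the 10 as many in the larger and in the smaller direction. No other split gave more than 2 genes. For Gene Ontology terms 1 of the 10 splits gave as many (161), and the other splits gave at most 16. Every other split has libraries of both groups on each side, so a real group difference widens its spread and lowers its counts. The other splits are therefore not a clean reference for no effect. The absolute median log2 fold change was as large in 8 of the 10 splits for the marker list, 4 for the WAVE complex list, 4 for the blood cell list, 1 for the epithelial-mesenchymal transition list and 1 for the interferon-stimulated list.

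The number of lower genes here was 379. That is higher than the value quoted from the study above. The number of higher genes here was 186. That is also higher than the value quoted from the study above, and the order of both numbers depended on the threshold. With an absolute log2 fold change of at least 1 as well, higher genes outnumbered lower genes, 44 to 35, and with that fold change and an unadjusted p under 0.05 they did so by 197 to 95.

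Genes of inflammation were lower with HNF3α. Library-level causes were tested on the Gene Ontology term inflammatory response. After each library was corrected for its trend with GC content and transcript length, 595 genes moved by more than 0.05 and the term was still lower (camera adjusted p 2.62e-13). GC content and length were known for 100% of the genes of the term. After thinning all libraries to the smallest total the adjusted p was 1.01e-13. A few genes taking most of the counts is argued against by the share of the 10 most abundant genes, at most 4.1% in any library. These argue against those causes as the whole explanation. A weaker response to plasmid DNA in the Hnf3a cultures may still lower both interferon-stimulated and inflammatory genes. The interferon-stimulated list had a median of -0.0511 (quartiles -0.108 and -0.0016), the term had a median of -0.0472, and members of both went both ways. Only 38 of the 209 genes of the term were past the threshold, so its median mostly reflects the other genes. The closeness of the 2 medians therefore does not show a drop of equal size. Ifnb1 was lower, with a log2 fold change of -2.59 (edgeR adjusted p 0.000888). The term cellular response to interferon-beta was lower too (47 genes, 38 of them lower, median -0.139, camera adjusted p 2.85e-10). A weaker response to plasmid DNA and an effect of HNF3α cannot be told apart. The 39 NF-κB targets had a median of -0.49, with 37 lower and 29 past the threshold, but that list was written after its lowest genes had been seen, so its median is no test of either explanation. It shares 0 genes with the interferon-stimulated list. Interferon-stimulated genes were abundant in both groups (Rsad2 had 147678 to 166458 counts across the 6 libraries). Untransfected cells were not analysed here.

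Transcripts of other tissues were uneven across the Hnf3a libraries. The 18 fibroblast genes above the floor numbered 7, 15 and 14 in Hnf3a replicates 1, 2 and 3, and 4, 6 and 5 in pcDNA replicates 1, 2 and 3. The 18 macrophage genes numbered 8, 18 and 18 against 9, 9 and 9. Brain, skeletal muscle and skin genes together, 27 in all, numbered 15, 23 and 24 against 14, 15 and 16. Among single genes, Myh1 of muscle had 0, 147 and 171 counts against 0, 0 and 0, Mobp of brain had 3, 99 and 109 against 9, 4 and 11, and Col3a1 had 7, 935 and 1240 against 4, 11 and 0. Liver genes above the floor numbered 10, 9 and 8 of 10 against 9, 10 and 10. Of the 8 red blood cell genes 5 were in the table, and 1, 3 and 3 were above the floor against 1, 4 and 0. Adipose genes numbered 0, 2 and 1 of 7 against 0, 1 and 0. Of the lung, bone and kidney tubule genes in the table (4, 7 and 5), 2 of each list were above the floor in every library, and the 5 sex chromosome genes were above the floor in all 6. Among these, Xist had 50, 115 and 97 counts in Hnf3a replicates 1, 2 and 3 against 34, 45 and 52 (edgeR adjusted p 0.188), while Ddx3y had 4828, 5303 and 4635 against 4763, 5244 and 5073. Some genes of the fibroblast, macrophage, brain, liver, skeletal muscle and skin lists were above the floor in the pcDNA libraries too, and their source there was not tested. Fibroblasts alone as the source are argued against by the 24 brain, muscle and skin genes above the floor in an Hnf3a library. RNA of several mouse tissues in some libraries, a candidate source with up to 15 fibroblast genes above the floor, and an effect of HNF3α in some cultures cannot be told apart. Col1a1 had 33 counts in Hnf3a replicate 1, the library with the highest Foxa1, but 3 libraries are too few to decide. Either way the collagen values in the Hnf3a group rest on replicates 2 and 3.

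Since Nckap1l is known as a gene of blood cells, RNA of such cells was weighed as its source. The blood cell list had a median log2 fold change of 0.27, and in Hnf3a replicate 1 only 2 of its 14 tested genes were above every pcDNA library, while Nckap1l was at 167 counts there. This argues against blood cells as the whole source. In Hnf3a replicates 2 and 3, where 9 and 11 of the 14 genes were above every pcDNA library, a part of the Nckap1l counts from such cells stays open. Lyz2, an abundant transcript of macrophages, had 0, 265 and 273 counts against 16, 44 and 6. Transcription running through from a neighbour stays open. The annotated gene upstream on the same strand within 100000 bases, Gm37322, had 0 counts in each library, but a single unexpressed gene does not exclude it. A response of Nckap1l to HNF3α also stays open for the rise in Hnf3a replicate 1, as far as these libraries alone can tell. The study tested that response by other assays. In TKPTS cells it reported more Nckap1l RNA by qPCR and more protein with overexpression, and less protein when Hnf3a was reduced. It also reported HNF3α binding upstream of the gene and a promoter reporter whose response was lost on mutation.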
